A study of Rattus norvegicus with 15 samples. Its data were reported in "System‐level analyses of keystone genes required for mammalian tooth development" (2020).

How the data were processed

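Gene expression was measured by RNA sequencing of single molar tooth germs of rat embryos. The labels give 3 stages, E15 (embryonic day 15.5), E17 (embryonic day 17.5) and E18 (embryonic day 18), with 5 libraries each, and 15 libraries in all. Each library was made from 1 tooth. The labels of E15 and E17 name homogenisation in TRI Reagent and no storage, whereas the E18 labels name storage in RNAlater under a protocol text of their own. The methods of the study give both steps, RNAlater and then TRI Reagent, for the rat germs it describes, which are those of E15 and E17. The study does not describe the E18 libraries, so whether these steps differed at E18 is not known. The title codes of the libraries differ between all 3 stages, and no stage has more than 1 code, so that stage cannot be separated from any difference in preparation that follows these codes. E17 replicates 1 and 2 are the left and right tooth of 1 embryo. Replicate numbers follow accession order and pair no samples across stages.

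The authors filtered the reads with FastQC, AfterQC and Trimmomatic, aligned them with STAR to the rat genome and counted reads per rat Ensembl gene with HTSeq; this deposited table holds whole-number counts of 32883 genes in the 10 libraries of E15 and E17. A second deposited table holds expected counts from salmon for 14185 genes in all 15 libraries. The authors wrote these estimated counts as whole numbers under mouse Ensembl identifiers, and rounding them therefore changed no value. The authors carried their gene categories from mouse to rat through Ensembl orthologs that match a single gene in each species. Whether the mouse identifiers of the salmon table follow the same orthologs is not stated, nor are the salmon version and the transcript set. Reads of near-identical paralogs could be split between them. Whether counting used the strand is not stated either, so overlapping and antisense genes are uncertain. Both tables are neither normalized nor corrected for gene length.

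Library totals ranged from 12843183 to 26516722 counts in the HTSeq table and from 10993502 to 27571541 in the salmon table. A gene with no count in a library could have had up to 3 counts there, which is between 0.109 and 0.273 CPM over the 15 libraries. Such limits cover counting error alone, because reads without molecular identifiers are not independent molecules. Over the 30 pairs of libraries within a stage, chi-square per gene ranged from 6.33 to 160, so no pair was close enough to be the same library deposited again. This does not show that both teeth of the shared E17 embryo (9.57) are independent; each library was counted as 1 replicate, and an alternative joined these teeth.

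Genes were grouped into the keystone categories of the study, which rest on mouse mutants: progression (arrest of tooth development), shape, double (arrest in double mutants), tissue (defects of hard tissue) and dispensable. Symbols were joined to the mouse identifiers through the 399 pairs of symbol and identifier listed with the study, of which 356 had a row in the salmon table. No table joining rat identifiers to symbols was used here, so genes of the HTSeq table are given by identifier. The salmon table had rows for 15 of 15 progression, 28 of 28 shape, 10 of 11 double, 22 of 27 tissue and 89 of 100 dispensable genes; the double gene without a row was Gli2, and the tissue genes were Amtn, Dspp, Enam, Klk4 and Mmp20. Genes in no category with at least 1 count in the table served as other genes (13812). The pathway list held 269 genes of 6 pathways, of which 242 had a row. The study's developmental-process category was not analysed here.

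The HTSeq table was used for counts of changed genes between E15 and E17 and between left and right teeth, and the salmon table for categories, pathways, gene sets, named genes and E18. Changes between stages were tested with the quasi-likelihood F test of edgeR 4.0.16 (R 4.3.3), TMM scaling and filterByExpr, with Benjamini-Hochberg adjustment and a threshold of 0.05 on the adjusted p-value; a further count required at least a 2-fold change. Only the libraries of the stages compared entered a fit. Standard errors of log2 fold changes were derived from the F statistic. Gene sets were tested with camera (limma 3.58.1) on log2 CPM (prior count 2) with a preset inter-gene correlation of 0.01, with fry and an estimated correlation beside it, adjusted over 6 sets. Category levels were the median over the libraries of a stage of log2(count / size factor + 1), with size factors as in DESeq2 1.42.0. Differences between category medians were tested one-sided by permuting gene labels 100000 times, adjusted over 9 contrasts per stage; genes are not independent replicates. Progression and shape genes were also compared with 100000 random draws from the genes of their pathways, and ligands with other pathway genes (two-sided), adjusted over 4 contrasts per stage. The smallest p-value that 100000 permutations can give is 1e-05. With teeth as replicates, the category median minus the median of other genes was compared between stages by a two-sided exact permutation test, which cannot go below 0.00794 with 5 against 5 teeth. Python 3.11.15, numpy 2.4.6, scipy 1.17.1 and pandas 2.3.3 were used for these steps.

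The tests, the main settings and most alternatives were set before the data were examined; the alternatives for E18 against E17, those for differences of contrasts between stages, and the setting of listed genes without a row to 0 were chosen after seeing the data. Named genes followed a rule: the progression genes for their level; progression, shape or double genes that passed the threshold with at least a 2-fold change; the 5 largest rises and the 5 largest falls among genes with a symbol, a mean of at least 100 normalized counts, an adjusted p-value under the threshold and no overlap between stages; and the enamel knot list. Some genes that met this rule are not reported here. Because a symbol was needed, the rule ran over 349 of the 12627 genes tested between E15 and E17 and 348 of the 12718 tested between E17 and E18. Alternatives were DESeq2's Wald test, RLE scaling, other filters, side as a covariate, another pseudocount (0.1 in place of 1), TMM in place of size factors, means in place of medians, a linear scale, leaving out each replicate, and joining both teeth of the shared embryo. The linear scale compared means of normalized counts, not medians.

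Of 9 marker lists written beforehand, the enamel knot list (8 of 8 genes with a row) was tested. The other 8 were meant to check neighbouring tissue and sex and were void, because under 80% of their genes had an identifier in the list of symbols: bone 42.9%, epithelium 14.3%, and blood, cartilage, mesenchyme, nerve glia, skeletal muscle and sex genes 0% each.

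The quasi-likelihood test, DESeq2's test, camera, the permutation of gene labels and the random draws were tested on simulated data. With 200 genes changed among 14367, edgeR recovered 100% of them and 3.85% of its calls were false, whereas 10.3% of DESeq2's calls were false. Every simulated gene had the same dispersion, and only genes with higher counts were changed, by 2-fold or 4-fold. These rates therefore do not measure power for small changes or for genes with low counts. With no gene changed, edgeR called 0 of 14358 genes. Camera gave a p-value under 0.05 for 4 of 100 unshifted sets. The simulated genes were independent, so this does not test camera where genes vary together. The permutation of gene labels gave a p-value under 0.05 for 5 of 200 random sets and for 199 of 200 raised sets, and the random draws for 12 of 200 random sets. Raised sets held 15 genes raised by 3 on the log2 scale and were set against all other genes. Power for smaller margins over tissue or dispensable genes was not tested.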

Results

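Transcriptomes of rat molar germs were examined at E15, E17 and E18, with 5 single-tooth libraries per stage. In the study E15 and E17 stand for the bud and the cap stage; at the cap stage a signalling centre, the primary enamel knot, forms in the epithelium. The HTSeq table (10 libraries of E15 and E17) held 12843183 to 26516722 counts per library, with a mean of 15114382, and the salmon table (15 libraries) 10993502 to 27571541. E15 replicate 1 (24109716 salmon counts) and E18 replicate 1 (27571541) were the deepest libraries. The remaining libraries had between 10993502 and 16239849 salmon counts. Mean correlation with the other libraries of a stage, across genes on the log2 scale, was 0.956 to 0.977 at E15 and 0.977 to 0.983 at E17. At E18 it was 0.961 to 0.964 in 4 libraries and 0.911 in replicate 3. The values of these 4 include their correlation with replicate 3, and pairs among the 4 had r of 0.979 to 0.983.

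The first question was whether genes essential for tooth development are expressed at elevated levels in the rat. At E15 the median log2 level was 11.10 for progression genes (n = 15 genes, quartiles 10.58 and 12.40), 9.26 for shape genes, 9.75 for double genes, 9.51 for tissue genes, 8.61 for dispensable genes and 8.43 for other genes. The progression median lay above 90.4% of all genes. Progression genes exceeded other genes by 2.67 (permutation of gene labels, one-sided, p = 3e-05, adjusted p = 0.00027). Their margins over tissue genes (1.59, permutation p = 0.0175) and dispensable genes (2.49, permutation p = 0.0126) did not pass the adjustment over the contrasts of the stage (adjusted p = 0.0526 for both). Both passed in each of the 5 fits that left out one E15 library, with margins of 1.52 to 1.74 and 2.37 to 2.67. The linear scale, which compared means of normalized counts and not medians, moved the contrasts most. There the margin of progression over other genes was 2664 normalized counts (permutation of gene labels, adjusted p = 0.124). Across all alternatives the adjusted p of this margin ranged from 9e-05 to 0.124. None of the 6 contrasts of shape and double genes passed at E15, where shape genes exceeded other genes by 0.83 (adjusted p = 0.107) and double genes by 1.32 (adjusted p = 0.107).

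At E17 progression genes had a median log2 level of 11.04, against 9.50 for shape, 9.67 for double, 9.89 for tissue, 9.25 for dispensable and 8.47 for other genes. Progression genes exceeded tissue genes by 1.15 (adjusted p = 0.0442), dispensable genes by 1.79 (adjusted p = 0.0442) and other genes by 2.57 (adjusted p = 0.00027). Shape genes exceeded other genes by 1.03 (adjusted p = 0.0442). The first 2 of these margins and that of shape genes lay close to the threshold: without E17 replicate 1 the margins were 1.07, 1.74 and 0.97 and none of the 3 passed, and without E17 replicate 2 the margin of shape genes was 1.00 and did not pass. Shape genes did not exceed tissue (−0.39) or dispensable genes (0.25) beyond chance. Double genes exceeded other genes by 1.20, which did not pass (adjusted p = 0.11).

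At E18 progression genes exceeded tissue genes by 1.49 (adjusted p = 0.00564), dispensable genes by 1.62 (adjusted p = 0.035) and other genes by 2.91 (permutation p = 1e-05, the smallest that the permutations can give, adjusted p = 9e-05). Shape genes exceeded other genes by 1.43 (adjusted p = 0.00564) and double genes did so by 1.96 (adjusted p = 0.0103). The other 4 contrasts of shape and double genes, which were those with tissue and dispensable genes, did not pass. On the linear scale none of these 5 E18 margins passed.

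With teeth as replicates, each category was set against the median of other genes in the same tooth. The progression level was 2.63 ± 0.14 (SD, n = 5) at E15 and 2.63 ± 0.12 (SD, n = 5) at E17, a difference of −0.00033 on the log2 scale (exact permutation test, p = 1). The level of shape genes rose from 0.72 ± 0.17 to 1.04 ± 0.07, that of tissue genes from 0.99 ± 0.20 to 1.48 ± 0.10 and that of dispensable genes from 0.18 ± 0.15 to 0.79 ± 0.10 (SD, n = 5 per stage; exact permutation p = 0.00794, the smallest that the design allows, adjusted p = 0.0132 for each). In these 3 categories all 5 E17 teeth lay above all 5 E15 teeth. The level of double genes changed by −0.09 (exact permutation p = 0.492), within the spread between teeth. The largest move under an alternative was that of the tissue difference, from 0.49 to 0.81 among genes with a mean of at least 10 normalized counts, and no alternative changed the call for these 4 categories.

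**Figure D1:**
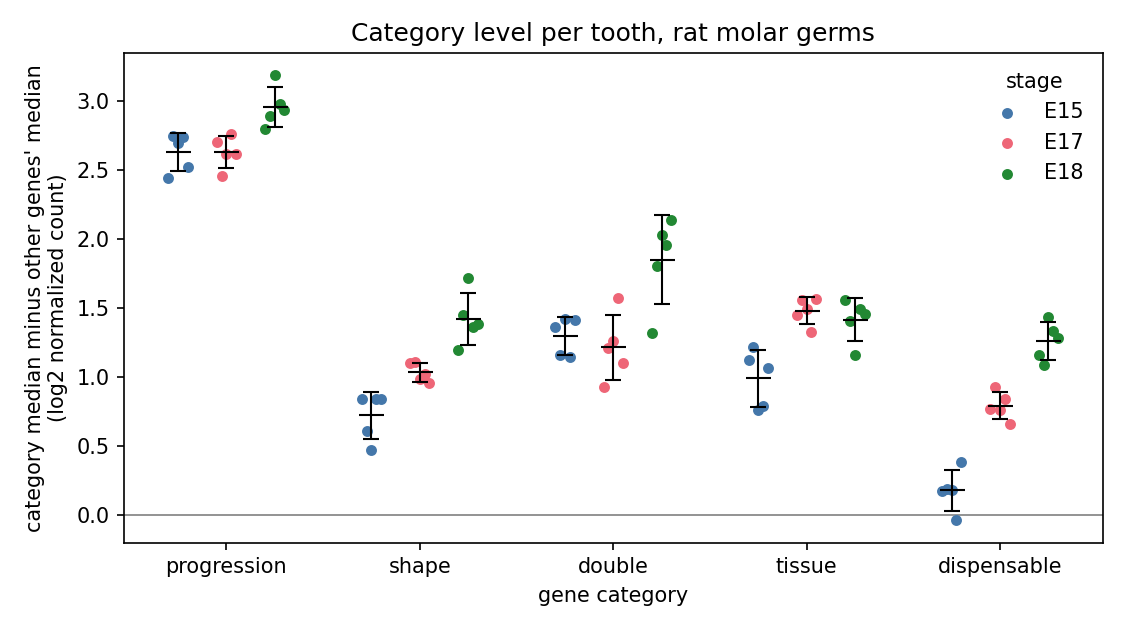
Level of each gene category in each tooth, as the median log2 normalized count of the category minus that of other genes; points are teeth, and bars give the mean and SD of the 5 teeth of a stage. Progression genes lay highest at all 3 stages, with means of 2.63 at E15, 2.63 at E17 and 2.96 at E18.

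The 15 progression genes differed in level. At E17 Ctnnb1 was the most abundant with 14830 ± 673 normalized counts (SD, n = 5), and its level lay above 99.6% of all genes. Shh was the least abundant at E15 with 16.4 ± 19.8 normalized counts (range 0 to 46.6), and reached 418 ± 63.1 at E17 and 1067 ± 222 at E18. At E15 its level lay above 9.1% of all genes, whereas Acvr2a, the next lowest, lay above 74.4%.

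The study also asked whether category genes stand above the other members of their pathways. At E15 the progression median exceeded that of the Wnt, TGFB, FGF and Hh genes (198 genes) by 1.48 (random draws, one-sided, adjusted p = 0.00352), and at E17 by 1.27 (adjusted p = 0.00642). Shape genes did not exceed their pathways (242 genes): the differences were −0.34 at E15 and −0.20 at E17. Without their ligands the remaining 18 shape genes exceeded the pathways by 0.55 at E15 (adjusted p = 0.181) and by 0.31 at E17 (adjusted p = 0.315), and neither passed. The 58 pathway ligands had lower levels than the other 184 pathway genes, by −2.94 at E15 and −2.33 at E17 (permutation of gene labels, two-sided, p = 1e-05, the smallest that the permutations can give, adjusted p = 4e-05 at both stages). On the linear scale the difference between shape genes and their pathways changed direction, to 38.7 normalized counts at E15 and 99.8 at E17, and did not pass.

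Bud and cap stage were then compared gene by gene. Of 14300 genes tested in the HTSeq table, 2749 differed between E17 and E15 (edgeR, adjusted p-value under 0.05), of which 1714 were higher and 1035 lower at E17. At least 2-fold changes were found in 643 genes, 553 higher and 90 lower. The salmon table gave 2315 of 12627 genes and 507 with at least a 2-fold change. Leaving out E15 replicate 4 moved the count most among the alternatives run, to 2091 genes, and DESeq2's Wald test gave 3266. Requiring at least 10 counts in every library left 418 genes with at least a 2-fold change. Under the limits for named genes except the need for a symbol, a choice made after the values were seen, the largest rises in the HTSeq table were ENSRNOG00000014070, from 28.1 ± 21.8 to 3276 ± 622 normalized counts, and ENSRNOG00000017828, from 11.1 ± 6.14 to 455 ± 146. The largest falls were ENSRNOG00000038406, from 216 ± 46.4 to 60.9 ± 26.6, and ENSRNOG00000019565, from 571 ± 80.3 to 185 ± 65 (SD, n = 5 per stage; the files do not pair these identifiers with symbols).

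**Figure D2:**
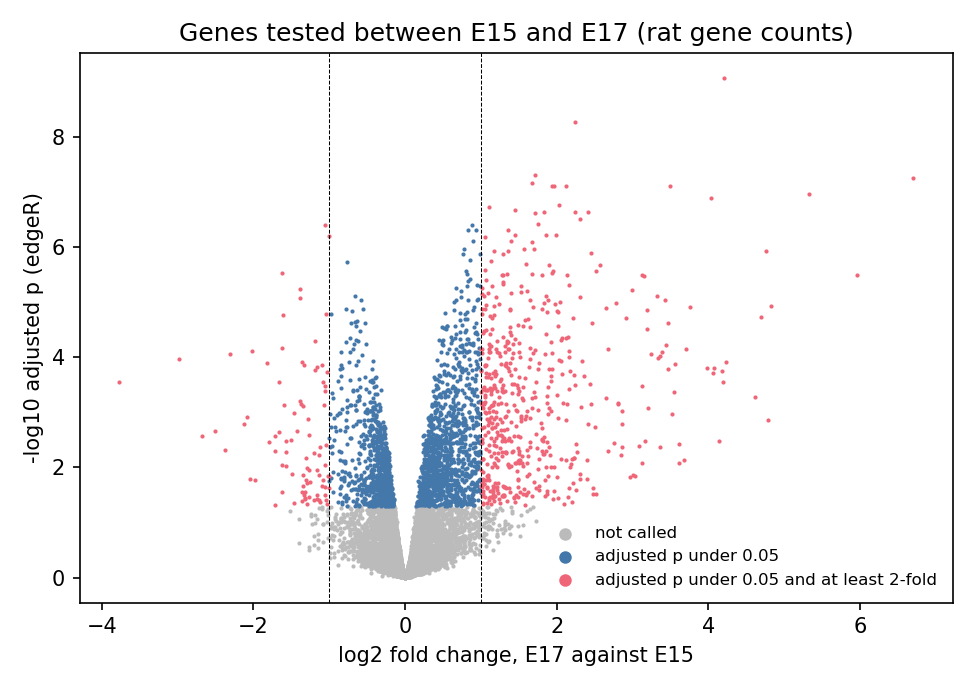
Change of each gene between E15 and E17 in the HTSeq table: log2 fold change on the horizontal axis and −log10 of the edgeR adjusted p-value on the vertical axis, with dashed lines at a 2-fold change. Among genes changed at least 2-fold, 553 lay on the side of higher counts at E17 and 90 on the other.

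Among progression, shape and double genes, 6 changed at least 2-fold with an adjusted p-value under 0.05, all towards higher counts at E17. Shh rose by 4.57 ± 0.51 on the log2 scale (SE, edgeR adjusted p = 5.2e-05). Sp6 rose from 29.8 ± 6.65 to 543 ± 44.8 normalized counts (log2 fold change 4.17, adjusted p = 2.57e-09), and Fgf3 from 1.53 ± 2.13 to 99.3 ± 33.2 (5.72, adjusted p = 1.63e-05), where the E15 libraries held 0 to 6 counts of Fgf3. Foxi3 (2.06), Wnt10a (1.33) and Sostdc1 (1.32) rose less. Mmp9 (3.55) and Aqp3 (2.91) were among the largest rises with Shh and Sp6. The largest falls were smaller: Frzb (−0.79), Lhx8 (−0.67), Slitrk6 (−0.60), Tle1 (−0.60) and Gli3 (−0.52). These 13 named genes kept their direction and stayed past the threshold in all alternatives run.

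**Figure D3:**
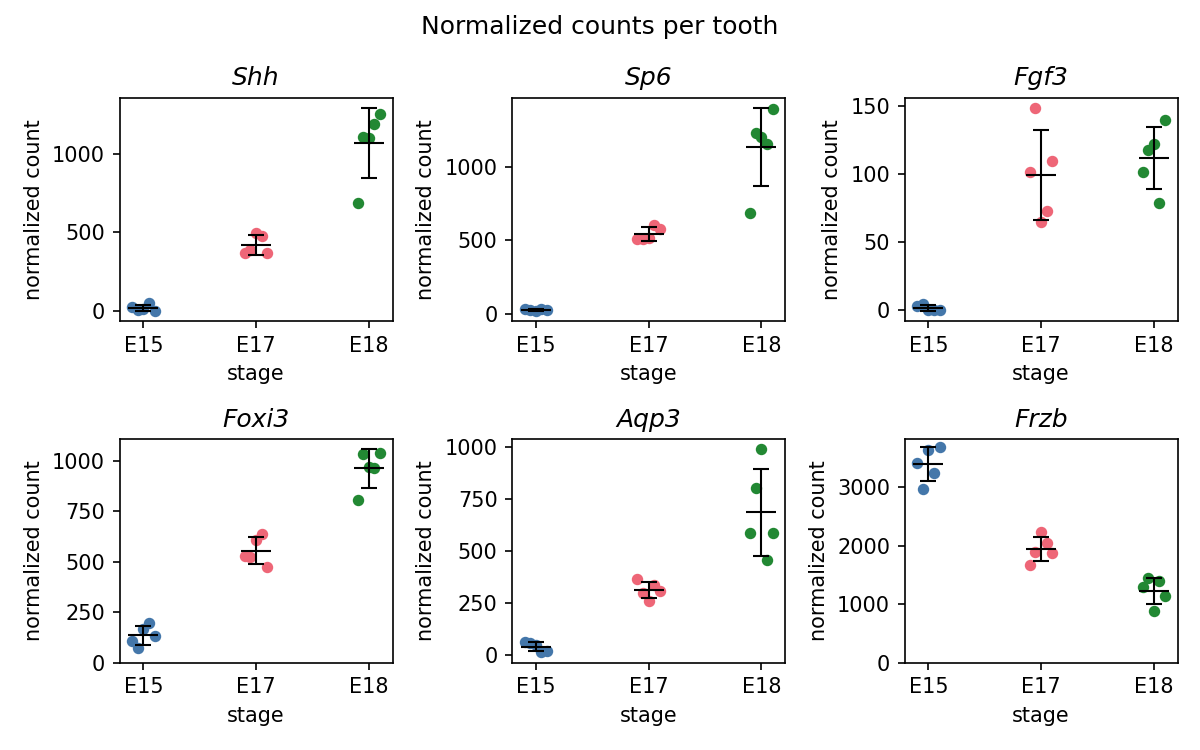
Normalized counts of Shh, Sp6, Fgf3, Foxi3, Aqp3 and Frzb in each tooth by stage; points are teeth, and bars give the mean and SD of 5 teeth. At E17 the mean was 418 for Shh and 543 for Sp6, against 16.4 and 29.8 at E15, whereas Frzb fell from 3391 to 1942.

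As sets, shape genes (28 tested, median log2 fold change 0.43, camera adjusted p = 0.000336), tissue genes (21, 0.28, adjusted p = 0.00403) and dispensable genes (88, 0.29, adjusted p = 7.86e-06) moved up and double genes (10, −0.19, adjusted p = 0.01) moved down relative to the other genes, whereas progression genes did not move beyond chance (15, 0.13, adjusted p = 0.456). Single genes passed the threshold over all genes tested for 6 progression, 15 shape, 4 double, 9 tissue and 46 dispensable genes; adjusted over the list alone, 9, 19, 4, 10 and 50 passed. The categories rest on mouse mutants and, apart from the dispensable genes, were not chosen on these libraries. The study kept only dispensable genes with reads in its RNA sequencing. Whether the rat libraries counted there is not stated. The 7 enamel knot genes tested had a median of 1.17 (adjusted p = 0.00687), with 6 of 7 higher at E17; 3 passed over all genes tested and 4 adjusted over the list alone. These were Shh, Cdkn1a (1.49) and Slit1 (1.17) over all genes. Dkk4, Fgf20 and Fgf9 did not differ beyond the spread between replicates. With at least 10 counts in every library the set's adjusted p was 0.0535; over all its alternatives it ranged from 0.00297 to 0.0535. With an estimated correlation the enamel knot (adjusted p = 0.095), double and tissue sets (adjusted p = 0.102 for both) no longer passed, while shape (adjusted p = 0.0237) and dispensable genes (adjusted p = 0.0326) did; under fry all sets except progression passed.

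Left and right teeth were balanced in the study. With stage in the model, 0 of 14300 genes differed between the 6 left and 4 right teeth of E15 and E17 (edgeR adjusted p-value under 0.05), and 567 had an unadjusted p under 0.05. The difference between sides did not itself differ between stages for any gene (0 genes; 273 at an unadjusted p under 0.05).

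Between E17 and E18, 323 of 12718 genes differed (243 higher and 80 lower at E18), 139 of them at least 2-fold (106 higher and 33 lower). This comparison does not separate stage from preparation. The count depended on the libraries included. It was 713 genes without E18 replicate 3, 442 without E18 replicate 1 and 141 to 208 in the fits that left out one of the other 8 libraries, with the lowest count without E17 replicate 3. Shh rose from 418 ± 63.1 to 1067 ± 222 normalized counts (log2 fold change 1.35, adjusted p = 0.00187). Msx2 (1.41) and Sp6 (1.06) were the other progression, shape or double genes that passed the threshold with at least a 2-fold change. Fos (3.46), Cyp26c1 (2.31) and Egr1 (2.22) had the largest rises, with wide spreads at E18 for Fos (595 ± 406 normalized counts) and Egr1 (1338 ± 720). Falls under the rule were limited to Slc13a5 (−2.60), Bmp2 (−0.75), Frzb (−0.66) and Sfrp2 (−0.53). Slc13a5 varied widely at E17 (463 ± 236 normalized counts), with 144 in E17 replicate 1 against 121 in E18 replicate 1. E17 replicate 1 was also the lowest E17 tooth for the tissue genes Dmp1 (18.6) and Alpl (1435). A difference in dissected tissue therefore stays open for this fall of Slc13a5. Bmp2, Frzb and Sfrp2 were no longer past the threshold in some fits that left out one library.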

Values the study reported

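The study made 5 biological replicates for the rat and obtained on average 45 M reads per rat sample after filtering. It tabulated 15 progression, 28 shape, 27 tissue and 100 dispensable genes, with 11 genes in a separate double category, and identified 272 genes belonging to its 6 pathways. Ligands made up 36% of the shape genes and 20% of the progression genes.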

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

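The tests of shallow sequencing, of a preparation effect, of low counts for shape genes and for margins over tissue genes, and of the place of E18 replicate 3 between E17 and E18 were chosen only after the results were seen; the test of E18 replicate 1 against the change from E17 to E18 was set before its value was known, but after its named genes had been seen near their E17 values. Among 146 groups of 5 values, 22 had a highest or lowest library far from the other 4, where chance gives about 7.3. E18 replicate 3 accounted for 7 of them, E18 replicate 1 for 4 and E15 replicate 3 for 4.

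Library totals stood apart for E15 replicate 1 (24109716 salmon counts and 26516722 HTSeq counts), E17 replicate 3 (16239849 and 17803352) and E18 replicate 1 (27571541 salmon counts). The levels are scaled by size factors, which take up differences in the totals. Leaving out E15 replicate 1 gave 2434 changed genes between E15 and E17, against 2749 with it.

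E18 replicate 3 had a mean correlation of 0.911 with the other E18 libraries, which had 0.961 to 0.964 when their correlation with it was included. Its counts were low for Acvr2a (383 normalized counts), Dicer1 (1542), Slitrk6 (33.5) and Dkk4 (12.3), and high for Ctnnb1 (17999) and Tle1 (1705). Shallow sequencing is argued against: with the other libraries thinned to its total, their lowest mean correlation was 0.978. Few RNA molecules entering the library would shrink the excess spread in abundant genes to under 0.5 of that in rare genes, and the ratio was 0.85. A tooth at another point of development cannot be told apart. Across genes its deviation had a correlation of 0.0473 with the change from E15 to E17, inside the range of the other E18 libraries (−0.123 to 0.116). Its mean correlation with the change from E17 to E18 was 0.146, inside the range of 3 other E18 libraries (0.0525 to 0.178). E18 replicate 1 lay outside that range, at −0.311, but the range was computed with replicate 1 among the references and is not independent of it. E18 replicate 3 had the highest levels of progression (3.19), shape (1.72) and dispensable genes (1.43) of the E18 teeth. Its level of tissue genes (1.16) was the lowest, and that of double genes (2.03) lay below that of E18 replicate 5 (2.14). A bias of RNA degradation or gene length cannot be told apart from other causes, because a length could be joined for 2.71% of the 12785 genes. Contamination by neighbouring tissue stays open, since the marker lists were void, and a biological difference of this embryo was not tested.

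E18 replicate 1 had the lowest E18 counts of Shh (686), Lef1 (1997) and Wnt10b (241). Greater sequencing depth cannot be told apart from other causes: thinned to the mean total of the others its Shh count was 652, but random sampling of reads leaves the expected normalized count as it was, so thinning cannot test an effect of depth beyond such sampling. Across all 12785 genes its deviation ran against the change from E17 to E18 with a mean correlation of −0.311, against 0.0525 to 0.178 for 3 other E18 libraries. The values of those 3 libraries were computed with replicate 1 among their references. Their range is therefore not an independent spread and may overstate how far replicate 1 stands apart. The value of −0.311 only just met the limit of −0.3 set for it. The tooth may have been nearer to E17 in development. This is a hypothesis from 1 library, and a difference in preparation or in dissected tissue that runs along the same genes stays open.

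E15 replicate 3 had 7.47% of its counts in its 10 most abundant genes, against 4.46% to 5.15% in the other E15 libraries, with high Sostdc1 (3362) and Bmp4 (1697) and low Ctnnb1 (11035). A few genes taking many of the counts do not account for Sostdc1: with 17 top genes left out of the totals, it was still 2.18 times the highest other E15 library. Leaving out this library raised the number of changed genes from 2749 to 3163. A difference in dissected tissue or in the embryo was not tested. Single values also stood apart for E17 replicate 1 (Fgfr2 at 6623 and Pax9 at 2879) and E17 replicate 4 (Dkk4 at 186). Chance alone could give this number of values among 146 groups, where about 7.3 arise. For Dkk4 the change from E15 to E17 ranged from 0.03 to 0.48 when libraries were left out. At E15, Dkk4 had 0 normalized counts in replicate 3, against 114.1 to 162.4 in the other libraries.

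Margins between categories differed between stages in 12 of the contrasts tested per tooth (exact permutation tests on 5 against 5 teeth, adjusted over 9 per pair of stages). From E15 to E17 the margin of progression over tissue genes changed by −0.49 and over dispensable genes by −0.61. That of double genes changed by −0.58 and −0.70. That of shape genes changed by −0.30 over dispensable genes and by 0.31 over other genes. E17 replicates 1 and 2 are teeth of 1 embryo. With these averaged, progression minus tissue (−0.47), double minus tissue (−0.53) and shape minus dispensable (−0.31) no longer passed, while the other 3 did. Genes with low counts as the whole cause were tested among genes with at least 100 normalized counts. They are argued against for the margins over tissue genes, where progression changed by −0.64 and double genes by −0.73 (exact p = 0.0159 for both), and for shape minus other, which changed by 0.45 (exact p = 0.00794); these 3 passed the adjustment. For progression minus dispensable they are argued against by an exact p of 0.0238. The change there was −0.29 and its adjusted p was 0.0536, so the low-count genes may carry much of this difference, and the evidence for its remainder is weak. Double minus dispensable changed by −0.38 there (exact p = 0.0397) and did not pass the adjustment either. Shape minus dispensable reversed among these genes, to 0.13 (exact p = 0.103), so low-count genes may account for its fall.

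From E17 to E18 the margins of progression, shape and double genes over tissue genes rose by 0.39, 0.45 and 0.70, and those over other genes by 0.33, 0.38 and 0.64. Without E18 replicate 3 the margin of progression over other genes still rose, by 0.27 (exact p = 0.0159). Its adjusted p was then 0.0714. With both teeth of the shared E17 embryo averaged none of these 6 differences passed, and 11 of the 12 differences no longer passed in at least 1 alternative. Both pairs of stages share the 5 E17 teeth, so a chance deviation of these teeth would move the margins in opposite directions in the 2 steps. Each stage had its own title code, so stage and preparation are confounded between E17 and E18, and developmental stage stays among the open explanations.

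Grouping by stage was set against other splits of the same libraries. For E17 against E15, 1 of 100 splits (the real one) gave as many changed genes, and 1 of 100 as many genes with at least a 2-fold change; no other split drawn gave any call. For E18 against E17 the numbers were 1 of 100 and 1 of 100. For the sets, 1 of 100 splits gave as small a camera p for shape genes and 1 of 100 for dispensable genes. For dispensable genes −log10 of the camera p was 5.88, against a median of 1.53 and a maximum of 5.62 in the other splits. The camera p of this set was thus often small in splits other than by stage. But 9 of 100 did for double genes, 10 of 100 for tissue genes, 11 of 100 for enamel knot genes and 53 of 100 for progression genes. By the camera p, stage is therefore not told from other splits for these 4 sets. The level of tissue genes per tooth, another measure, did separate E15 from E17 (exact permutation p = 0.00794). For left against right, 44 of 100 splits gave at least as many genes with an unadjusted p under 0.05 as the 567 observed, so side is not told from other splits. The largest number of genes past the adjusted threshold in the other splits was 77.

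A preparation effect confined to the E17 libraries is argued against: with different E17 teeth in each step, a median of 86.4% of genes changed at least 2-fold from E15 to E17 went the same way from E17 to E18, over 10 divisions of the teeth. An effect confined to the E15 libraries is argued against as the whole cause, because it would leave the changed genes no more likely than all genes to go on the same way: the lowest share was 82.7%, against at most 64.8% of all genes. An effect that follows the title code cannot be told apart from stage, because 0 stages have more than 1 code.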

How the results depend on the processing

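The alternatives for E18 against E17, those for differences of contrasts between stages and the setting of missing genes to 0 were chosen only after the results were seen. Gene length, Y-linked genes as a covariate, and the second table for categories, pathways, sets and named genes were not run, since the HTSeq identifiers were not joined to symbols and lengths. No paired analysis was possible because the replicate numbers follow accession order and the embryos of different stages are different animals.

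Of 27 category contrasts, 1 kept its direction and its side of the threshold under all alternatives run; among 306 values 254 did, 16 were weaker, 15 stronger and 21 reversed. The linear scale changed most of them. This alternative took means of normalized counts, so it replaced medians with means as well as changing the scale. At E17 the median normalized count was 2109 for progression and 609 for dispensable genes, whereas their means were 3709 and 4276. Which of these changes moved the other contrasts was not tested. On that scale, in normalized counts, progression minus other was 2664 at E15, 2777 at E17 and 2919 at E18, progression minus tissue was 981 at E17 and 1294 at E18, shape minus other was 587 at E17 and 638 at E18, and double minus other was 426 at E18, none of them past the threshold. Reversed there were shape minus dispensable (−1376 at E15, −2757 at E17, −3264 at E18), double minus dispensable (−1149, −3008, −3476), double minus tissue (−593 at E15, −1199 at E18), shape minus tissue at E18 (−987), progression minus dispensable (−567 at E17, −983 at E18) and shape minus its pathways (38.7 at E15, 99.8 at E17).

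With means of log2 values, progression minus dispensable (2.11) and double minus other (1.99) passed at E15 and double minus other at E17 (1.68), while shape minus dispensable at E15 (−0.0516), shape minus tissue (0.20), double minus tissue (0.26) and shape minus its pathways (0.27) at E17 reversed. With missing genes at 0, progression minus tissue (2.39) and progression minus dispensable (2.93) passed at E15, and shape minus tissue (0.55 at E15, 0.43 at E17) and double minus tissue at E17 (0.57) reversed; by construction this lowers the tissue, dispensable and double medians. With a mean of at least 10 normalized counts, progression minus tissue (0.68), progression minus dispensable (1.64) and shape minus other (0.77) no longer passed at E17, and shape minus tissue at E18 reversed (−0.35). Summing both teeth of 1 embryo left shape minus other at E17 at 0.99, no longer past the threshold. The cause was not tested.

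Across the 5 fits that each left out one library, progression minus tissue at E15 ranged from 1.52 to 1.74 and progression minus dispensable from 2.37 to 2.67, past the threshold in all 5. At E17 progression minus tissue ranged from 1.07 to 1.19, progression minus dispensable from 1.74 to 1.82 and shape minus other from 0.97 to 1.06. At E18 shape minus tissue ranged from −0.0582 to 0.0178.

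The progression level between E15 and E17 was near 0 and changed sign readily: 0.0307 without subtraction, 0.0127 with at least 10 normalized counts, 0.0123 with both teeth of 1 embryo averaged, and −0.0472 to 0.0434 over the 10 fits that left out one library; it never passed. The other 4 category levels never changed.

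Changed genes between E15 and E17 numbered 2091 to 3163 over the 10 fits that left out one library, and 556 to 680 with at least a 2-fold change. The 2-fold count fell to 418 with at least 10 counts in every library, where fewer genes are tested and rare genes are left out. Of the 2749 genes, 2747 were also called by DESeq2. The enamel knot set had a median of 0.80 with at least 10 counts in every library, no longer past the threshold. With the preset correlation the other 5 sets kept their calls. The median log2 fold change of tissue genes ranged from 0.16 to 0.35 over the 10 fits that left out one library. With an estimated correlation the double and tissue sets did not pass, the enamel knot set passed only without E15 replicate 1 (adjusted p from 0.0459 to 0.132), and that of dispensable genes did not pass in all alternatives (adjusted p from 0.0244 to 0.0879). The cause was not tested.

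Between E17 and E18 the number of genes was 635 with DESeq2, 212 with both teeth of 1 embryo summed, and 141 to 713 over the 10 fits that left out one library; 713 was without E18 replicate 3, and 141 without E17 replicate 3. With at least a 2-fold change the range over these 10 fits was 90 to 166, and DESeq2 gave 192. Left against right gave 0 in every alternative run. Its count at an unadjusted p under 0.05 was 567 with all libraries. That count ranged from 342 (without E17 replicate 4) to 1031 (without E15 replicate 5) when 1 library was left out.

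Of 459 values for named genes, 20 were weaker and 2 stronger; of 180 values for the 12 differences of contrasts between stages, 71 were weaker and 1 reversed: with a mean of at least 100 normalized counts, shape minus dispensable between E15 and E17 was 0.13 in place of −0.30, through the removal of genes with low counts. In designs of 4 against 5 teeth the exact test cannot go below 0.00794.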

Other observations

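The tests of the balance of rises and falls and of the continuation to E18 were chosen only after the results were seen. The mean total of the HTSeq table was 15114382 counts per library. That is lower than the number of reads quoted from the study above, which counts reads before assignment to genes.

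Most genes that changed at least 2-fold between E15 and E17 were higher at E17 (86%). Genes with low counts are argued against as the cause, since the share was 86.8% among the 91 such genes with an abundance at or above the median. The scaling between libraries cannot be told apart from other causes: the median log2 fold change of all genes was −0.014, so centring it on 0 moved next to nothing and tested nothing.

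Changes from E15 to E17 may continue towards E18. With different E17 teeth in each step, between 82.7% and 88.9% of genes changed at least 2-fold went the same way from E17 to E18 over 10 divisions of the teeth, against at most 64.8% of all genes. The correlation of the 2 steps across genes had a median Spearman rho of 0.361; genes are not independent replicates. As each stage had its own title code, this does not exclude a preparation effect that runs along the same genes.

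The left and right tooth of 1 E17 embryo correlated with r = 0.982 across genes, and 2 of the 9 other E17 pairs, which join different embryos, had a higher r.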
